A study of Mus musculus with 3 samples. Its data were reported in "Sequential Binding of MEIS1 and NKX2-5 on the Popdc2 Gene: A Mechanism for Spatiotemporal Regulation of Enhancers during Cardiogenesis" (2015).

How the data were processed

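Hearts of E11.5 mouse embryos were fixed, homogenised and sonicated, and chromatin bound by NKX2-5 was collected with an antibody. According to the methods of the study, libraries were sequenced on a Genome Analyzer IIx, reads were aligned to mm9 with BOWTIE, and peaks were called with MACS 1.4. The version of BOWTIE, the settings of both tools and whether the Input library served as control for the peak caller are not stated in the text used here. The authors deposited 1 peak list per ChIP library, called separately and not pooled. The deposited score of each peak is 10 times the negative log10 of the p-value that the caller gave it, as read from the values, and no peak scored under 140. It is relative to the background used when its own list was called, whose source is not stated, and is not scaled between libraries. The deposited columns of start and end are positions in base pairs.

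Read numbers were not used here, so the depth of each library is unknown and the precision of a score cannot be given. Intervals are exact Clopper-Pearson intervals at a confidence level of 0.95 and cover counting error only. The Input library was not analysed here.

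The groups were taken from the labels, 2 NKX2-5 ChIP libraries and 1 Input. All peak coordinates lay within the chromosomes of the NCBIM37 assembly, which is mm9, and coordinates are given counted from 1. The tests, alternatives and the rule for named regions were fixed before the data were examined, except where the text says otherwise. The list of nearby genes and the p-values for positions were not among them. Peaks counted as shared when they overlapped by at least 1 bp. Overlapping pairs that had a peak in common were merged into 1 region. The same counts of shared peaks were obtained with bedtools 2.31.1. Random sets kept the chromosome and width of each S4 peak and placed it uniformly between the first and the last peak of both lists on that chromosome, 10000 times. Differences in median and correlations were tested with 100000 resamples.

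Positions were taken from GENCODE M1. A midpoint within 1 kb of a transcript start was a promoter, and otherwise an exon, intron or intergenic position. Motifs were exact matches on either strand in 25 bp on each side of the midpoint of the shared stretch, since summits were not used here, with windows 2 kb away as background and Fisher's exact test. Tests were two-sided apart from the overlap with random sets. Odds ratios pooled over 10 groups of the score are Mantel-Haenszel estimates. P-values were adjusted by Benjamini-Hochberg within each family. The named regions are the 5 shared regions with the best worse rank of both lists, ties by position, the highest-scoring peak without a partner in each list, and the peaks nearest to the genes whose enhancers the study tested.

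The alternatives were a score of at least 200, numbered chromosomes only, merging of peaks within 1 kb, an overlap of at least 50% of both peaks, midpoints within 150 bp, a gap of up to 500 bp, lists of equal length, other random placements, single partners only, removal of the highest scores, width as a covariate, 10 groups of the score in place of 4, a promoter limit of 5 kb, peaks without a partner only, all peaks of each list, motif windows of 100 bp and shuffled sequence that kept the dinucleotides. To measure repeated sequence, 20 evenly spaced 32-mers of each interval were counted in the assembly on both strands.

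The procedures were tested on simulated data. With partners planted for 40% of 4418 peaks, 40.2% were recovered in the mean of 5 simulations, and lists with no planted overlap gave a fold between 0.852 and 1.25. Among 200 simulations without a difference in medians over 4418 peaks, 2% had a p under 0.05, and among 200 uncorrelated simulations over 2601 pairs, 6% did. With the 8-base motif planted in 30% of 2000 windows, 30.1% held it. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0 and numba 0.67.0.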

Results

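NKX2-5 is a homeodomain transcription factor of the early cardiac lineage, and the study mapped where it lay on chromatin of mouse embryonic hearts at E11.5. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done with an antibody against NKX2-5 on hearts of Parkes mice. The samples comprised 2 NKX2-5 ChIP libraries, named S1 and S4, and 1 Input library of genomic DNA, which was not analysed here. Each ChIP library had its own list of enriched regions, hereafter peaks, with a position on the mm9 genome and a score given by the authors' peak caller. The lists carry no read numbers, so the depth of each library is unknown. The score rises with depth, and it was used to describe, rank and filter peaks within a list. Scores of overlapping peaks were also set against each other between the lists, where differences in size cannot be separated from depth.

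S1 held 4418 peaks and S4 held 5441 peaks, a mean of 4929.5 ± 723 (SD, n = 2 libraries). The ratio of S4 to S1 was 1.23 (95% Clopper-Pearson interval, 1.18 to 1.28, for counting error only). With a score of at least 200 in both lists the mean fell to 2776.5 peaks, the setting that moved it most, and the ratio rose to 1.34. Peaks of S4 were wider, with a median of 783 bp against 625 bp in S1, and they covered 4.59 Mb against 2.98 Mb. The median score was 223 in S4 and 212 in S1. The lowest score was 140 in both lists, and 9 peaks of S1 and 13 of S4 shared the highest score of 3100. Since both lists end in ties at this value, it is read as an upper limit of the score, and peaks at it cannot be ranked. There was 1 condition with 2 libraries, so no test between groups was possible. The comparison the design allows is how far the duplicate lists match.

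Of the S1 peaks, 2601 of 4418 (58.9%, 57.4 to 60.3) overlapped an S4 peak by at least 1 bp. Of the S4 peaks, 2555 of 5441 (47.0%, 45.6 to 48.3) overlapped an S1 peak. Requiring the peak midpoints to lie within 150 bp lowered the S1 share to 45.3%, and a score of at least 200 in both lists raised it to 68.3%. The overlaps formed 2610 pairs of peaks, which merged into 2546 shared regions because 55 regions held more than 2 peaks. Both lists together made 7248 merged regions, of which 35.1% were shared. Random placement of the S4 peaks on the same chromosomes gave a mean of 15.2 ± 3.89 (SD over 10000 sets) S1 peaks with a partner, 171-fold fewer than observed. The one-sided permutation test gave p = 1.00e-04, the smallest value that the sets can give. Moving each peak by 10 kb to 100 kb instead lowered the fold most, to 67.5.

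Sharing depended on the score. Shared peaks of S1 had a median score of 279 against 171 for peaks without a partner, and in S4 the medians were 315 and 183. Shared peaks were also wider, with medians of 686 bp against 560 bp in S1 and 858 bp against 718 bp in S4. In each of these comparisons the two-sided permutation test gave p = 1.00e-05, the smallest value that 100000 resamples can give. Peaks of a list are not replicate samples, so these tests describe the lists. The difference in median score in S1, 107, moved most with a score of at least 200 in both lists, to 127. In S4 this minimum moved the difference in median score more, from 132 to 179. With the same minimum the difference in median width in S4 fell from 140 bp to 65 bp. With each list cut by score into 4 groups of equal size, 94.2% of peaks in the highest group of S1 were shared, against 30.98% in the lowest (two-sided Fisher's exact test, p = 1.35e-232). In S4 the shares were 86.3% and 21.3% (Fisher's exact test, p = 3.79e-275). Cutting the lists into 10 groups widened the difference from 63.2 to 68.5 points in S1 and, the largest move, from 65 to 80.0 points in S4. An overlap of at least 50% of both peaks lowered it to 57.3 points in S4. Among the 100 highest-scoring S1 peaks, all 100 overlapped an S4 peak and 63 overlapped one of the 100 highest-scoring S4 peaks.

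**Figure D1:**
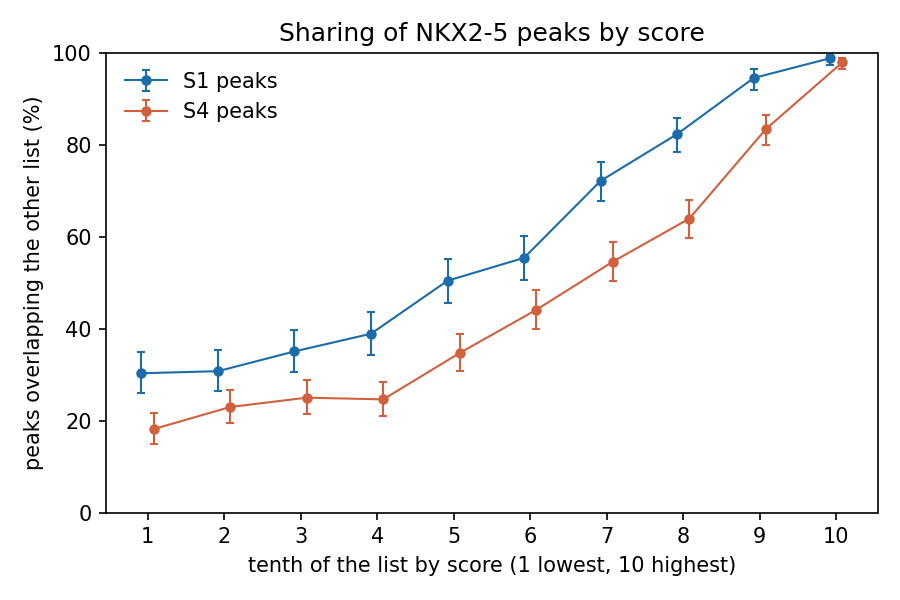
Percent of peaks that overlapped a peak of the other library, in 10 groups of equal size ordered by score, with 95% Clopper-Pearson intervals. Sharing rose from 30.3% to 98.9% in S1 and from 18.2% to 98.0% in S4.

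Across the 2601 S1 peaks with a partner, each paired with its highest-scoring S4 peak, the scores of both libraries were correlated. Spearman's rho was 0.608 and Pearson's r of the log10 scores was 0.686 (permutation test across peaks, p = 1.00e-05 for both, the smallest possible). Peaks are not independent replicates. The median log2 ratio of S4 to S1 was 0.18, and 84.2% of pairs had scores within 2-fold of each other. Requiring an overlap of at least 50% of both peaks moved rho most, to 0.676.

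**Figure D2:**
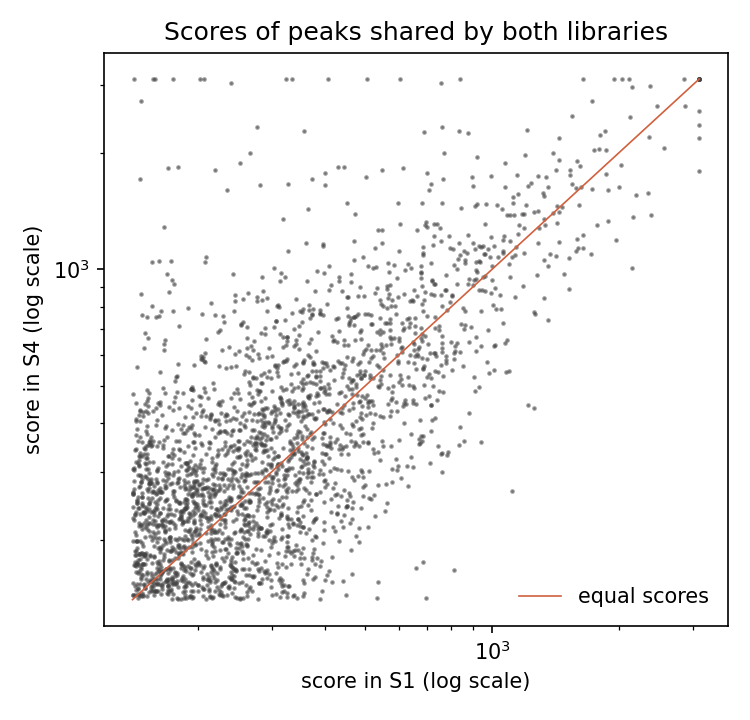
Score in S4 against score in S1 for the 2601 paired peaks, both on log scales, with a line of equal scores. Points scatter around the line up to the highest score of 3100, and an S4 peak that overlapped several S1 peaks appears once for each.

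The libraries distributed their peaks over 20 chromosomes alike. The chi-square statistic of peak number by chromosome and library was 7.76 (permutation test, p = 0.989), and the smallest Benjamini-Hochberg adjusted p over the 20 chromosomes was 0.932 (Fisher's exact test). No chromosome had an unadjusted p under 0.05 (0 of 20). Peaks without a partner moved the statistic most, to 18.0 (permutation test, p = 0.520). Chromosome X held 33 peaks of S1 (0.747%) and 43 peaks of S4 (0.790%), while it makes up 6.31% of the sequence.

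The position of the shared regions relative to genes was read from the midpoint of the stretch covered by both peaks. No test of position was planned, and the p-values against random sets were added after the data were seen. Promoters, within 1 kb of an annotated transcript start, held 438 of 2546 regions (17.2%, 15.8 to 18.7), against 4.21% of random positions, a 4.09-fold difference (two-sided permutation test, p = 2.00e-04, the smallest value that the sets can give). Introns held 40.6% against 36.3% and intergenic sequence held 39.2% against 57.0%, with the same smallest p in the permutation test. Exons held 3.06% against 2.49%, a difference within the spread of the random sets (permutation test, p = 0.0806). A promoter limit of 5 kb moved the promoter share most, to 30.6%. The promoter share was higher among peaks without a partner, at 26.9% in S1 and 27.8% in S4. The 2 nearest protein-coding genes within 1 Mb of each shared region made a list of 3572 genes, and all S4 peaks in place of shared regions gave 6367, an alternative chosen after seeing the data. The median distance to the nearest protein-coding start site was 41.2 kb.

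The study asked which sequence motifs lie under NKX2-5 peaks. The files give no peak summits, so 25 bp on each side of the midpoint of the shared stretch were searched on both strands, against windows 2 kb to either side. The NKX2-5 core AAGTG was present in 561 of 2546 windows (22.03%, 20.4 to 23.7) and in 11.7% of flanking windows (two-sided Fisher's exact test, odds ratio 2.14, adjusted p = 3.56e-31). The MEIS1 core TGACA was present in 25.3% (23.6 to 27.0) against 10.9% (odds ratio 2.77, adjusted p = 3.98e-56, Fisher's exact test). The overlap of both cores, AAGTGACA, was rare, in 19 windows (0.746%) against 9 of 5091 flanking windows (0.177%), with an odds ratio of 4.25 (Fisher's exact test, adjusted p = 2.04e-04). Windows of 100 bp on each side raised the odds ratio of AAGTG to 2.73 and lowered that of AAGTGACA to 2.17, the largest move of the 3 motifs.

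**Figure D3:**
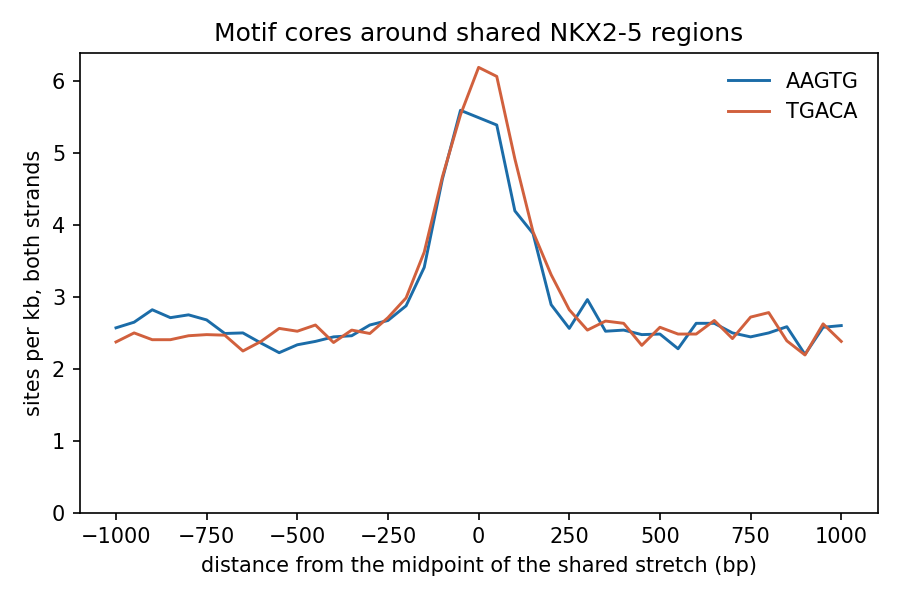
Sites of AAGTG and TGACA per kb on both strands, in bins of 50 bp around the midpoint of 2546 shared regions. AAGTG reached 5.59 sites per kb and TGACA reached 6.19 sites per kb near the midpoint.

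The 5 regions named by rank were tied at the highest score of 3100 in both libraries, which gives no order among them. A sixth region tied with them and was left out by position. In S4 coordinates they lay at 4:62230719-62231816 in an intron of Rgs3, 6:47960319-47961342 in intergenic sequence 38.0 kb from the start of Zfp777, 7:30246211-30247316 in an intron of Sipa1l3, 7:103809041-103810963 in an intron of Odz4, and 10:121462028-121463393 in an intron of Srgap1. The highest-scoring S1 peak without a partner was 9:44689321-44689994, with a score of 758, and its midpoint lay 0.279 kb upstream of Mll1. The highest-scoring S4 peak without a partner was 14:55602662-55607847, with a score of 1797.1 and a width of 5186 bp, over Myh7.

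The genes whose enhancers the study tested were examined by the peak nearest to their start site. Both libraries had a shared peak over the start of Popdc2, at 16:38361814-38362861 in S1 (score 1237) and 16:38361801-38363426 in S4 (score 1669). Within the stretch covered by both, AAGTG lay 148 bp and 18 bp upstream and 281 bp downstream of the start site, the first of these in the sequence GAGGTATGCTAAGTGCCCTGCCAGC, and the only exact TGACA lay 477 bp upstream. Shared peaks lay 33.9 kb upstream of Myocd (scores 299 in S1 and 315 in S4), 116 kb upstream of Cadm1 (1595 and 1136) and 1.3 kb upstream of Lsp1 (751 and 1279). The shared peak near Tnni2 lay 7.06 kb downstream of its start in S1, with scores of 200 in S1 and 239 in S4. The nearest peaks to Gja1 lay 604 kb away and were shared (789 and 1219). At Lpar3 and Hsf2 the nearest peak differed between the libraries, but each locus had a shared peak, at 3:145941046-145942442 in S4 (score 1313) and 10:57219340-57219928 in S1 (score 286). At Tnnt3 the nearest S1 peak (7:149679991-149680576, score 253) had no partner, and the nearest S4 peak was the shared one upstream of Lsp1. The study tested a single enhancer for Tnni2 and Tnnt3 together, the region upstream of Lsp1, where both libraries had a shared peak. The peaks nearest to Tnni2, and the S1 peak nearest to Tnnt3, are not that enhancer.

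**Figure D4:**
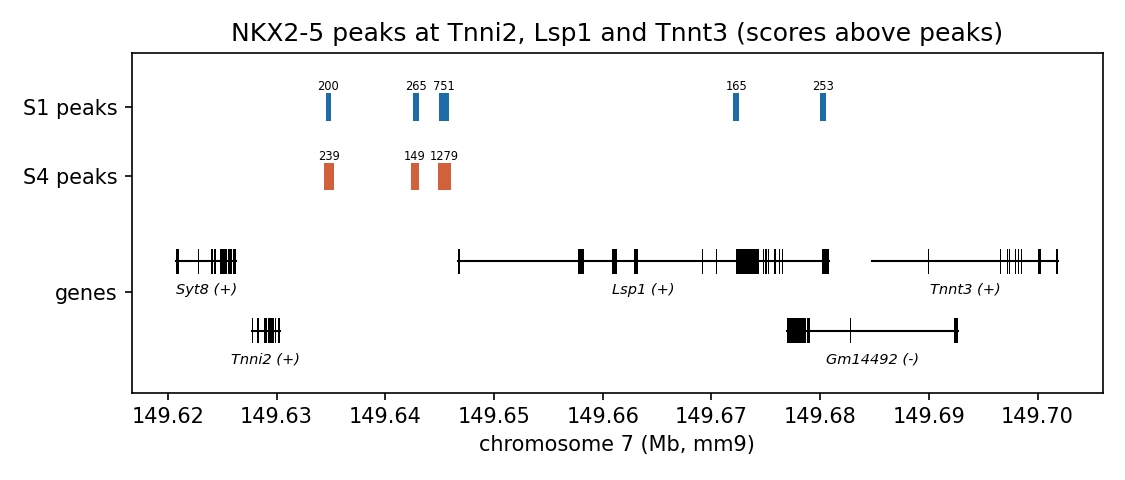
Map of chromosome 7 (Mb, mm9) with peaks of S1 and S4 as boxes, scores above them, and genes with exons as black boxes. The shared peak upstream of Lsp1 had the highest score in both libraries, 751 in S1 and 1279 in S4.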

Values the study reported

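The study reported 2,610 regions enriched for NKX2-5 and 3,313 genes flanking them. Around peak summits, it gave the share of regions with the hybrid motif as 53.4%, with the NKX2-5 motif as 42%, and with both as 4.6%. It placed a hybrid site 110 bp upstream of the Popdc2 start.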

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

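Across the 85 alternatives computed, 67 were labelled as leaving the result in place and 18 as moving a value that had no test. A count without a test was labelled in place when it stayed within 1.5-fold. The 67 therefore include shared regions falling from 2546 to 2001 and nearby genes falling from 3572 to 2453. Shares were judged more narrowly, and a rise from 58.9% to 61.0% of S1 peaks was labelled as moved. Results with a test were judged by direction and threshold only, not by size. All 50 alternatives of the results with a test kept their side of the threshold. They cover the score, width, correlation, score group, chromosome, random placement and motif comparisons. Direction was kept too wherever there was one, but the chromosome statistic has none and was judged by the threshold alone. Fold enrichment of the overlap ranged from 67.5 with each peak moved by 10 kb to 100 kb to 429 with an overlap of at least 50% of both peaks. Counting each overlapping pair as a region, and every alternative for the list of nearby genes, were chosen after seeing the data. All others were fixed beforehand.

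A score of at least 200 in both lists lowered the mean number of peaks to 2776.5, raised the ratio of S4 to S1 to 1.34, and changed the shares to 68.3% of S1 and 50.3% of S4 peaks. It left 1596 shared regions, of which 14.2% were at promoters. Fewer peaks and regions follow from the filter, and the cause of the other changes was not tested. Each library alone gave from 4418 to 5441 peaks against the mean of both. An overlap of at least 50% of both peaks lowered the shares to 52.3% and 42.5%, and midpoints within 150 bp lowered them to 45.3% and 36.8%. The same number of top-scoring peaks in each list, 2209, gave shares of 61.0% and 60.1% and 1325 shared regions. Lists of equal length give nearly equal shares by construction. A promoter limit of 5 kb gave 30.6% of shared regions, and all peaks of each list gave 21.3% at promoters in S1 and 22.8% in S4. Counting each overlapping pair gave 2610 in place of 2546 merged regions. The list of nearby genes, 3572, fell to 2453 with a score of at least 200 in both lists and grew to 3924 with genes of any type, to 5524 with all S1 peaks and to 6367 with all S4 peaks.

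The depth of the libraries was not used here. It limits the reading of the peak numbers, the widths and the share of peaks near the lowest score, which all change with it.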

Other observations

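The patterns below were noticed in these data and tested on the same data. The tests written after the result was seen are those of width tails, exonic sequence and motif sites in wide peaks, the doubled score for chromosome X, the motif share of peaks without a partner, and the comparisons over 10 groups of the score and with shuffled promoter sequence. The spaced motif pair and the longer NKX2-5 core were also chosen after the data were seen. The design has 1 condition, so no biological explanation was tested by comparing groups, and those that rest on motif sites or gene positions were tested only within the lists.

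The AAGTG core lay within 25 bp of the midpoint in 22.03% of shared regions. That is lower than the share quoted from the study above for its NKX2-5 motif. The direction depends on the window, since 100 bp on each side gave 64.02%. The wider window also raised the share of flanking windows with AAGTG, from 11.7% to 39.4%. The overlap AAGTGACA lay in 0.746% of the windows. That is lower than the share quoted from the study above for its hybrid motif. AAGTGACA is not the spaced form of that motif, though, and the spaced form GTGNTGACA, chosen after the data were seen, lay in 2.36% of the windows, also lower. All are exact matches around midpoints, while the study matched weighted motifs around summits. No weighted motif was matched here, so the shares are unlike measures and the cause of the differences was not tested.

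In windows of 100 bp on each side of the midpoint, the cores GTG and TGACA were tested in 4 orders and at each spacing from 0 to 10 bp, 44 combinations in all. GTG and TGACA 1 bp apart stood out, in 243 of 2546 shared regions (9.54%) against 0.864% of flanking windows, an odds ratio of 12.1 (Fisher's exact test, adjusted p = 2.14e-73). The other combinations had a median odds ratio of 2.70 and none of them exceeded 6.82. Base composition alone was argued against, since the odds ratio against shuffled sequence was 6.96. Copies of a repeated element stay open. Of the 32-mers around the sites 98.4% occur once in the assembly, but so do 98.7% of those in the shared regions, and diverged copies of an element would also occur once. The longer core TNAAGTG lay in 32.4% of regions against 11.3% of flanks. Both forms occurred together in 2.79% of regions, close to the 3.09% that independence gives. A candidate explanation is a preferred spacing of a composite site, which the odds ratio of 6.96 leaves open. No exact pair was found in the stretch of both peaks at Popdc2.

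Peaks without a partner still held the motifs. With scores under 200, TNAAGTG or the spaced pair lay within 100 bp in 26.2% of S4 peaks without a partner against 11.6% of their flanks, an odds ratio of 2.69, which argues against chance calls as the whole explanation. At those scores shared S4 peaks held them in 32.1%, and the odds ratio of peaks without against with a partner was 0.749 in S4 and 0.740 in S1. Over 10 groups of the score the pooled odds ratio was 0.661 in S4 and 0.792 in S1. Peaks were matched on the score of 1 library, and at the same score those without a partner can still be weaker, so these values leave open that they are the weak part of the shared population.

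Promoters were more frequent among peaks without a partner, with odds ratios of 1.74 in S1 and 1.87 in S4 (Fisher's exact test, p = 9.35e-14 and 3.02e-21). Lower scores were tested first with scores under 200, where the odds ratio was 1.33 in S1 (Fisher's exact test, p = 0.00927) and 1.25 in S4 (Fisher's exact test, p = 0.0587), the latter not past the threshold. Over 10 groups of the score the pooled odds ratio was 1.32 in S1 and 1.81 in S4, and since this too matches on the score of 1 library, lower scores as the cause stay open. Whether the promoter signal depended on a motif could not be decided, because the answer changed with the background. Against flanking windows, the background chosen first, the motif odds ratio of promoter peaks without a partner was 1.17 in S1 and 1.09 in S4 (Fisher's exact test, p = 0.339 and 0.508). Promoter windows are rich in G and C (55.9% in S4), so shuffled sequence was tried next, and 1 shuffled copy per window gave 2.21 in S1 and 1.25 in S4 (Fisher's exact test, p = 1.81e-04 and 0.185). With 20 copies the values were 1.79 and 1.37 (Fisher's exact test, p = 2.37e-05 and 0.00602). These 3 backgrounds were tried in that order, each after the result of the one before. Outside promoters, peaks without a partner had higher odds ratios against each background. They were 4.17 in S1 and 3.64 in S4 against flanks, 3.08 and 2.58 with 1 copy, and 2.96 and 2.51 with 20 copies. Motif enrichment was thus lower at promoters whatever the background, though the odds ratios were not tested against each other.

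S4 had 63 peaks at least 2 kb wide and S1 had 18 (Fisher's exact test, p = 2.64e-05). This p and the next cover the counting of peaks only, since each list is 1 library and the difference has no replicates. Of the 63, 56 lay over a gene, among them Myh6, Myh7, Myl2, Myl4, Myl7, Actc1, Tpm1, Ldb3, Ankrd1, Actb, Actg1, Gapdh and Malat1, names chosen after their values were seen. A common widening of every S4 peak stays open. The test written first divided S4 widths by the median ratio of shared peaks, 1.24, after which 34 peaks remained that wide (Fisher's exact test, p = 0.162), so no excess over S1 was detected. Later tests compared the widest 1% of each list with their partners beyond that ratio. Against the widest single partner, S4 exceeded S1 by 0.99 on the log2 scale, but a wide peak can join several peaks of the other list, and this counts only 1 of them. Against the span of all partners the difference was 0.36 (permutation test, p = 0.0260), and among pairs with 1 partner on each side it was 0.44 (permutation test, p = 0.0174). These tests run on the peaks that make up the pattern, so they do not exclude a common widening. For spliced RNA or cDNA, the test written first was whether wide peaks run across whole introns, and 9 of the 34 that touched an intron of at least 1 kb did, which alone did not settle it. The later test argued against it for the wide peaks as a set, since they had a median of 15.04% exonic sequence. Single peaks ranged from 0% to 100%, the latter over Malat1, so spliced RNA or cDNA stays open for the mostly exonic ones. Sequence mostly repeated in the assembly was argued against, since 0% of the wide S4 peaks had under 50% of their 32-mers once in it. Single peaks went down to 75%, and copies missing from the assembly would not be seen, so these stay open. Many NKX2-5 sites per peak were argued against, since AAGTG was 1.02 times as dense inside as beside them, compared with 1.38 times in narrower shared peaks. Signal that follows strong transcription stays open and was not tested, since expression and the Input library were not used here.

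Chromosome X had 11.2% of the peaks expected from its length in S1 and 11.8% in S4. Fewer genes were argued against, since 1.21% of S4 promoter peaks lay on X (0.680 to 1.99, 95% Clopper-Pearson interval) while it has 5.37% of start sites. Repeated sequence was argued against as the whole cause, since the share of 32-mers that occur once was 0.844 of that on numbered chromosomes. A single X in male embryos stays open, because the sexes of the embryos were not used here. If scores halved with copy number, 34.5% of S4 peaks on numbered chromosomes would remain, or 126 expected peaks on X against 43 found, but how scores follow copy number is unknown without reads. This cannot be told apart from other causes.

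The 6 regions at the highest score in both lists were examined for reads piled up on sequence repeated in the assembly. None had under 50% of its 32-mers once (0 of 6). The 5 named regions had 100% in S4, which argues against it for them. The region left out by the tie, 17:39979600-39985943 over AY036118, had the lowest value, 75% in S4, so repeated sequence stays open there. Copies missing from the assembly would not be seen by this count, so reads piled up from such copies stay open for all 6 regions.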
